# Inter‐ and Transgenerational Effects of Paternal Exposure to Inorganic Arsenic

**DOI:** 10.1002/advs.202002715

**Published:** 2021-02-18

**Authors:** Yingyun Gong, Yanfeng Xue, Xin Li, Zhao Zhang, Wenjun Zhou, Paola Marcolongo, Angiolo Benedetti, Shengyong Mao, Leng Han, Guolian Ding, Zheng Sun

**Keywords:** arsenic, diabetes, environmental health, epigenetic inheritance, metabolism, obesity

## Abstract

The rise of metabolic disorders in modern times is mainly attributed to the environment. However, heritable effects of environmental chemicals on mammalian offsprings' metabolic health are unclear. Inorganic arsenic (iAs) is the top chemical on the Agency for Toxic Substances and Disease Registry priority list of hazardous substances. Here, we assess cross‐generational effects of iAs in an exclusive male‐lineage transmission paradigm. The exposure of male mice to 250 ppb iAs causes glucose intolerance and hepatic insulin resistance in F1 females, but not males, without affecting body weight. Hepatic expression of glucose metabolic genes, glucose output, and insulin signaling are disrupted in F1 females. Inhibition of the glucose 6‐phosphatase complex masks the intergenerational effect of iAs, demonstrating a causative role of hepatic glucose production. F2 offspring from grandpaternal iAs exposure show temporary growth retardation at an early age, which diminishes in adults. However, reduced adiposity persists into middle age and is associated with altered gut microbiome and increased brown adipose thermogenesis. In contrast, F3 offspring of the male‐lineage iAs exposure show increased adiposity, especially on a high‐calorie diet. These findings have unveiled sex‐ and generation‐specific heritable effects of iAs on metabolic physiology, which has broad implications in understanding gene‐environment interactions.

## 1 Introduction

The rise of metabolism‐related chronic diseases in industrialized society is mainly attributed to environmental factors because the population's genetic makeup cannot be drastically altered in such a short period. In addition to overnutrition and sedentary lifestyles, exposure to environmental chemicals can be an important factor. Industrialization in modern human history has been associated with widespread pollution of air, water, soil, and food.^[^ ^1^ ^]^ Many developed countries have seen a steady reduction of pollution in the past few decades,^[^ ^2^, ^3^ ^]^ but it is unclear how cross‐generational effects of environmental, chemical exposure in the descendants contribute to metabolic disorders later in life. Epigenetic inheritance is postulated to account for the long‐lasting effects of gene–environment (GxE) interactions.^[^ ^4^ ^]^ However, the transgenerational heritability of metabolic traits from environmental exposure is not rigorously tested in mammals.^[^ ^5^ ^]^

The maternal effects of environmental chemicals due to prenatal or in utero exposure have gained increasing interest, as recognized as the Developmental Origins of Health and Disease (DOHaD) paradigm.^[^ ^6^ ^]^ The effects observed under the maternal paradigm can be due to altered developmental processes or maternal nurturing behaviors rather than genuine epigenetic inheritance. Dissection of these effects takes specific experimental manipulations such as in vitro fertilization.^[^ ^7^ ^]^ By comparison, exposure to adult males followed by exclusive male‐lineage breeding has fewer confounding effects, which provides an efficient way to distinguish transgenerational effects from intergenerational effects.^[^ ^8^ ^]^ Although the paternal effects of dietary factors or psychological stress have been studied on F1 offspring,^[^ ^9^, ^10^, ^11^, ^12^ ^]^ it remains underexplored how paternal exposure to environmental chemicals affects metabolic health in F1 offspring. More importantly, the transgenerational effects of paternal exposures across multiple generations were unclear in mammals.

Inorganic arsenic (iAs) is the top chemical on the Agency for Toxic Substances and Disease Registry (ATSDR) priority list of hazardous substances. Over 200 million people worldwide drink water with iAs above the 10 ppb guideline established by World Health Organization (WHO) and United States Environmental Protection Agency (US EPA).^[^ ^13^, ^14^ ^]^ Source of contamination includes industrial or agricultural chemical waste and natural sources. iAs is found in the Earth's crust at 1.5–2 ppm and in the soil at 1–40 ppm. Here, we study the transgenerational effects of iAs on metabolic physiology. We exposed mice to 250 ppb in drinking water in the present study, which is comparable to human exposure in contaminated areas, especially when considering the human–mouse difference in iAs clearance.^[^ ^15^, ^16^, ^17^ ^]^

The transgenerational effects of iAs have not been studied in mammals, although the effect of early‐life iAs exposure on later‐life health has been characterized under the DOHaD paradigm.^[^ ^18^, ^19^, ^20^, ^21^, ^22^, ^23^, ^24^, ^25^, ^26^, ^27^, ^28^, ^29^, ^30^ ^]^ We focused on an exclusive male‐lineage exposure paradigm. This paradigm excludes most early‐life developmental processes from prenatal or in utero exposures,^[^ ^8^ ^]^ which allow us to study transgenerational effects within two generations.

We use the following principle in characterizing metabolic phenotypes in mice. We first examined body weight and adiposity. If there was no change in body weight, we further examined glucose tolerance, insulin secretion, and insulin sensitivity. However, if there was a change in body weight, we chose to focus on energy balance instead of glucose tolerance because any change in glucose tolerance was likely due to the altered adiposity and energy imbalance. As a result, we focused on the glucose tolerance phenotype in the F1 offspring, but adiposity and energy balance in the F2 and F3 generations.

## 2 Results

### 2.1 Paternal iAs Exposure Caused Sex‐Specific Effects on Glucose Metabolism in F1 Offspring

To ensure that the intergenerational and transgenerational effects are from the male lineage, we used unrelated female breeders that were not exposed to iAs (**Figure** **1**a). We treated C57BL/6 male mice with iAs in drinking water at 250 ppb (corresponding to 3.325 × 10^−6^ m NaAsO_2_) for 3 weeks before breeding with unexposed female mice (Figure 1a). The breeding took place in one night in clean cages in the absence of iAs‐containing water, and the breeding females were quickly separated from breeding males after mating. The resultant F1 male (iAsF1‐M) mice were bred with unrelated, unexposed female mice to generate F2 offspring. The F2 male (iAsF2‐M) mice were then bred with unrelated, unexposed female mice to generate F3 offspring. The control groups were bred at the same time and were referred to as conF1, conF2, and conF3. None of the F1–3 offspring were ever directly exposed to iAs. The F0 male mice directly exposed to iAs (iAsF0‐M) showed normal body weight (Figure 1b) and glucose tolerance (Figure 1c) at the time of breeding, probably due to the short duration of iAs exposure. iAsF1 mice showed normal birth weight (Figure 1d), litter size (Figure 1e), and age‐dependent body weight gain on a normal chow diet (Figure 1f,g). iAsF1‐M mice showed normal glucose tolerance (Figure 1h). However, iAsF1 female (iAsF1‐F) mice showed persistent glucose intolerance (Figure 1i). Thus, paternal iAs exposure caused sex‐specific effects on glucose metabolism without altering body weight in the F1 offspring.

**Figure 1:**
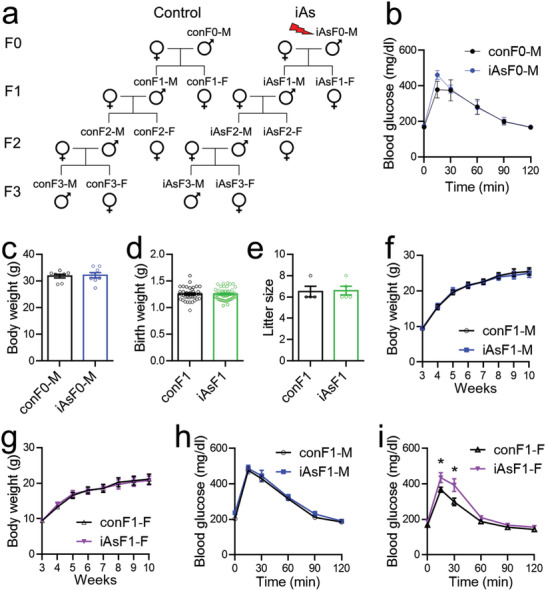
Paternal iAs exposure caused sex‐specific effects on glucose metabolism without altering body weight in the F1 offspring. a) Breeding scheme. b) Glucose tolerance test (GTT) in iAsF0 male at the time of breeding, *n* = 8 mice. c) Body weight of F0 males. d) Birth weight of the F1 offspring. e) Litter size of the F1 offspring. f,g) Body weight of F1 males and females, *n* = 9 mice. h,i) GTT in F1 offspring at 12 weeks old, *n* = 9 mice. Data are mean ± S.E.M. * *p* < 0.05 by *t*‐test or two‐way ANOVA with Holm–Sidak's posthoc.

### 2.2 The Liver Plays a Central Role in the Glucose Intolerance in iAsF1 Females

Female iAsF1 mice showed normal insulin levels (**Figure** **2**a), suggesting a potential insulin resistance that may underscore the glucose intolerance phenotype. Supporting this notion, iAsF1‐F mice had reduced insulin tolerance compared to conF1‐F (Figure 2b). Systemic insulin resistance can be due to impaired suppression of glucose production from the liver or impaired blood glucose clearance by muscle and adipose tissues. iAsF1‐F mice showed higher blood glucose levels than conF1‐F mice after treatment of pyruvate, a major gluconeogenic substrate (Figure 2c). This result suggests that the elevated hepatic glucose production mediates the glucose phenotype in iAsF1‐F mice. To further test the central role of the liver, we isolated primary hepatocytes and performed glucose output assays ex vivo. Glucose production from several precursors was increased in iAsF1‐F hepatocytes than conF1‐F (Figure 2d). Consistent with the higher glucose output, the iAsF1‐F liver showed a lower glycogen content than conF1‐F (Figure 2e). In contrast, primary hepatocytes from iAsF1‐M mice showed normal glucose output (Figure 2f), which is consistent with normal glucose tolerance in iAsF1‐M in vivo. Insulin is a major regulator of hepatic glucose production. Insulin suppresses hepatic gluconeogenesis by phosphorylating and activating AKT through the upstream cytosolic signaling events involving the insulin receptor and PI3K. AKT then phosphorylates transcriptional factor FoxO1 and inhibits its transactivation activity in the nucleus. Western blot analysis revealed unaltered AKT phosphorylation but reduced FoxO1 phosphorylation in the iAsF1‐F liver (Figure 2g,h). These results suggest a liver‐centric, FoxO1‐related, nuclear mechanism underpinning the glucose phenotype in iAsF1‐F mice.

**Figure 2:**
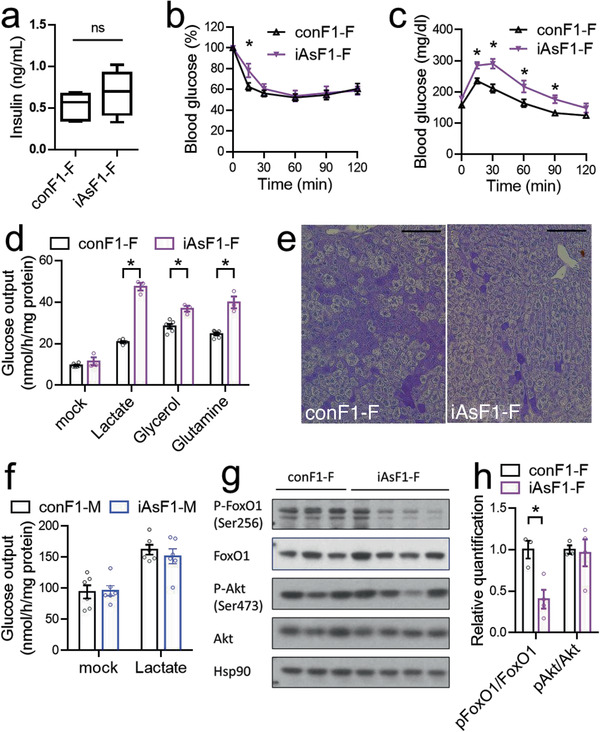
The liver plays a central role in the glucose phenotype in iAsF1‐F through an FoxO1‐related nuclear mechanism. a) Fasting serum insulin levels. Box plots center lines, limits, and whiskers represent the median, quartile, and minimum/maximum values, respectively, *n* = 8 mice. b) Insulin tolerance test (ITT) at 16 weeks old, *n* = 8 mice. c) Pyruvate tolerance test (PTT) at 18 weeks old, *n* = 8 mice. d) Glucose production assay in primary hepatocytes isolated from F1 females in the presence of the indicated substrates, *n* = 3 mice. e) Periodic acid–Schiff (PAS) staining of the liver in the fed condition. Scale bar = 100 µm. f) Glucose production assay in primary hepatocytes isolated from F1 males, *n* = 3 mice. g) Western blot analysis of molecular insulin signaling in the liver, *n* = 3–4 mice. h) Quantification of the western blot. Data are mean ± S.E.M. * *p* < 0.05 by two‐sided *t*‐test or two‐way ANOVA with Holm–Sidak's posthoc.

### 2.3 Hepatic FoxO1/G6pc Signaling Contributes to the Enhanced Gluconeogenesis in iAsF1 Females

RNA‐seq analysis of iAsF1‐F and conF1‐F livers found several differentially expressed genes (DEGs) that are enriched in metabolic processes (**Figure** **3**a–c). 

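Liver mRNA was measured by RNA-seq in 3 iAsF1-F and 3 conF1-F mice, described as biological triplicates. The legend of Figure 3 gives the refeeding condition, and the sample labels a collection at feeding status. The fathers of iAsF1-F mice had drunk water with 250 ppb iAs for 3 weeks before mating with unexposed females. The values deposited by the authors are RPKM (reads per kilobase of transcript, scaled to the mapped reads) for 17624 genes in each liver. The submitters' processing notes name STAR, HTSeq, DESeq2 and the mm10 genome, without the role of each. The tables used here hold no read counts, fold changes or p-values. The number of reads behind a value is therefore unknown. Relative to the deepest library, the depth estimated from the smallest values averaged 81.2% in conF1-F (76.6% to 90.1%) and 87.3% in iAsF1-F (67.0% to 100%). By their decimals, the values of 5501 genes (31.2%) are means of 2 or more entries. Of 2449 genes above 10 RPKM in at least 1 liver, 329 (13.4%) were listed at 0 in another, among them Rpl8, a ribosomal protein, and Cdc42, a small GTPase, both picked as examples after the values were seen. A value of 0 is therefore reported as listed, without a fold change. The comparison covered the 6448 genes with a mean of at least 1 RPKM over the 6 livers. Values were compared as log2(RPKM + 1) by limma with the group as the only term, and a gene was taken as a DEG at a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes are iAsF1-F relative to conF1-F on this scale, which understates the change of genes at low RPKM. Gene lists written before the data were examined were tested by camera with a preset inter-gene correlation of 0.01 and again with an estimated correlation.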

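As lists, target genes of FoxO1 and genes of fatty acid and triglyceride synthesis were higher in iAsF1-F than in conF1-F liver, and genes of fatty acid oxidation and PPARα targets were lower (adjusted p = 1.74e-06, 0.00146 and 0.00481 from camera). None of these 3 lists passed with an estimated correlation (adjusted p = 0.153, 0.238 and 0.480). For FoxO1 targets and fatty acid synthesis the estimated correlation was 0.002 and −0.001, below the preset 0.01, so correlation does not explain their loss. That form of the test also rests on the few residual degrees of freedom of the livers, and not on the number of genes. Among the 10 ways to group the livers into 3 and 3, the real grouping had the smallest unadjusted p from camera with the preset correlation. This was 5.28e-08 for FoxO1 targets and 0.000133 for fatty acid synthesis. The smallest in any other grouping was 0.000485 and 0.00525, and 10 groupings are too few for a share under 0.05. Of 14 measured FoxO1 targets, 12 had a log2 fold change above 0 (median 0.76), and 5 were higher when adjusted over the list alone. None of them was a DEG over all 6448 genes. The 5 genes were G6pc, Irs2 (an insulin receptor substrate), Apoc3 (an apolipoprotein of triglyceride-rich lipoproteins), Pdk4 (a kinase that inhibits pyruvate dehydrogenase) and Cat (catalase). G6pc encodes the catalytic subunit of glucose-6-phosphatase and lies on chromosome 11 of GRCm38 from 101367561 to 101377903. It stood at 89.9 ± 13.1 RPKM (SD, n = 3) in iAsF1-F and 38.0 ± 13.9 RPKM (SD, n = 3) in conF1-F, a 2.37-fold difference. Its log2 fold change was 1.27 (SE 0.28), with an adjusted p = 0.637 over all genes and 0.0318 over the list alone (limma). Every iAsF1-F liver was above every conF1-F liver (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Pck1, the rate-limiting enzyme of gluconeogenesis from pyruvate and lactate, lies on chromosome 2 from 173153048 to 173159273. Its levels were 62.3, 37.7 and 43.9 RPKM in iAsF1-F and 13.4, 51.3 and 15.4 RPKM in conF1-F, so that the groups overlapped. Its log2 fold change was 1.05 (SE 0.54, adjusted p = 0.877 from limma), and it lay between 0.71 without conF1-F replicate 1 and 1.64 without conF1-F replicate 2 (adjusted p from 0.186 to 0.925 over 16 other settings, limma). Irs2 was at 7.40 ± 0.807 RPKM in iAsF1-F and 3.92 ± 0.406 RPKM in conF1-F (SD, n = 3 each), and Apoc3 at 345 ± 25.1 and 207 ± 49.5 RPKM. All but Cat of the 5 targets that passed over the list alone are shown in the heat map of Figure 3a. Of the 14 FoxO1 targets, only these 4 are shown there, and the study chose the genes of that map on these samples. The other 10 had an adjusted p = 0.0096 from camera as a list, and an adjusted p = 0.346 with an estimated correlation, in tests added after the data were seen.

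**Figure D1:**
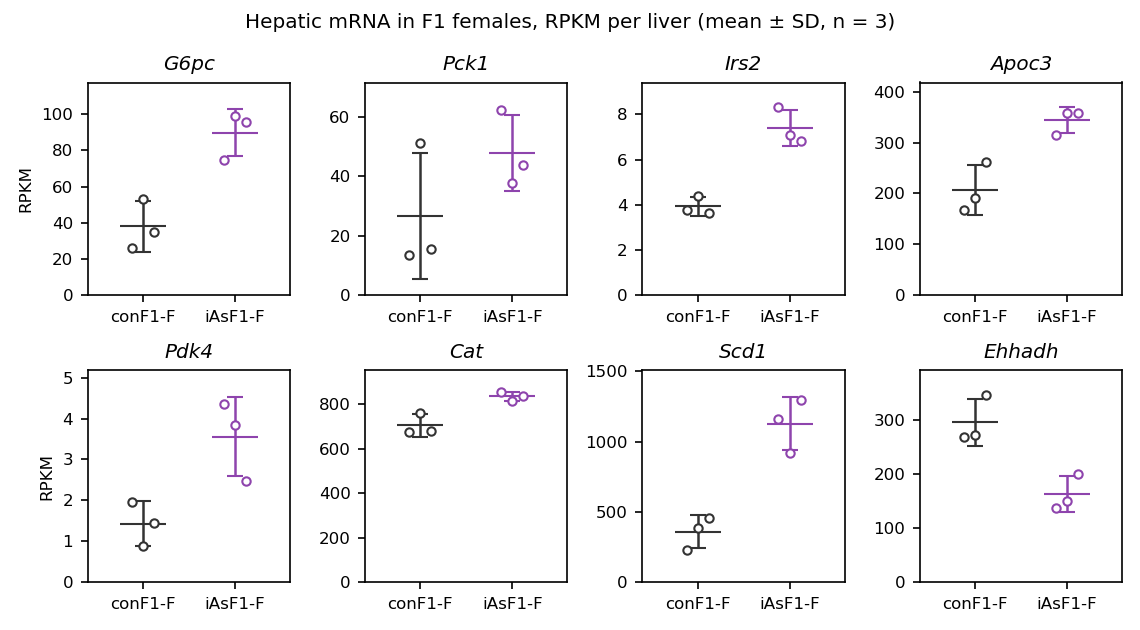
RPKM of 8 metabolic genes in each conF1-F and iAsF1-F liver (points, n = 3 per group), with the group mean and SD. G6pc, Irs2, Apoc3, Pdk4, Cat and Scd1 are higher in every iAsF1-F liver than in any conF1-F liver, Ehhadh is lower, and Pck1 overlaps at the conF1-F liver with 51.3 RPKM.

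Genes of gluconeogenesis and hepatic glucose output had 12 of 16 members above 0 (median log2 fold change 0.33). G6pc and Fbp1 (fructose-1,6-bisphosphatase) were higher when adjusted over the list alone, and the list had an adjusted p = 0.0136 from camera and an adjusted p = 0.480 with an estimated correlation. Without conF1-F replicate 1 this list no longer passed (adjusted p = 0.380, over a range of 0.000654 to 0.380 in 15 settings), nor without iAsF1-F replicate 2. Of 18 genes of fatty acid and triglyceride synthesis, 14 were above 0. Scd1 (stearoyl-CoA desaturase) was at 1129 ± 190 RPKM in iAsF1-F against 361 ± 117 RPKM in conF1-F (SD, n = 3 each), a 3.13-fold difference. Scd1 and Thrsp, a regulator of lipogenesis, were higher when adjusted over the list alone (0.0283 and 0.0461). Of 30 genes of fatty acid oxidation and PPARα targets, 23 were below 0 and none passed when adjusted over the list alone. The list's median log2 fold change was −0.16 and its mean 0.04, of the opposite sign to the median and the test. Without conF1-F replicate 2 it no longer passed (adjusted p = 0.0551, over a range of 0.000366 to 0.0551). Ehhadh, an enzyme of peroxisomal β-oxidation, was at 163 ± 33.1 RPKM in iAsF1-F and 296 ± 43.7 RPKM in conF1-F (SD, n = 3 each). Genes of amino acid catabolism and the urea cycle had 20 of 28 members above 0, with a median of 0.16 and a mean of −0.02, of the opposite sign to the median and the test. Gstz1 and Gnmt, enzymes of tyrosine and methionine breakdown, were higher when adjusted over that list alone. Its adjusted p was 0.0163, and the adjusted p = 0.480 with an estimated correlation. It no longer passed without conF1-F replicate 1 (adjusted p = 0.314, over a range of 0.00283 to 0.314), iAsF1-F replicate 1 or iAsF1-F replicate 2. Nor did it pass without Gstz1, its 1 tested member in the heat map (adjusted p = 0.0521 from camera), in a test added after the data were seen. Glycolysis, glycogen metabolism, the pentose phosphate pathway, cholesterol synthesis, bile acid and lipoprotein genes did not pass as lists.

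**Figure D2:**
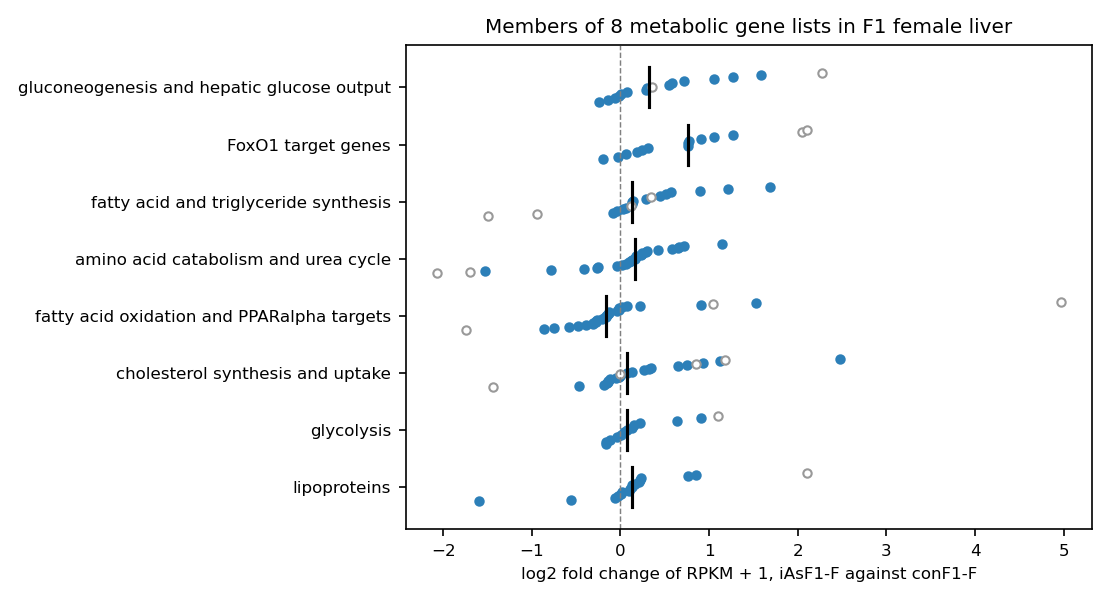
Log2 fold change (iAsF1-F relative to conF1-F) of each measured member of 8 metabolic gene lists, with a bar at the list's median. Open points are genes listed at 0 in at least 1 liver. The medians are 0.76 for FoxO1 targets and −0.16 for fatty acid oxidation.

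Across all genes, 16 were DEGs, 8 higher and 8 lower in iAsF1-F, and 10 of them were listed at 0 in every liver of one group. On simulated data with no gene changed and 0s placed at random for whole genes, the same comparison called 16.3 genes per run on average (6 to 21). Never listed at 0 were 5 of the 16 DEGs, and 0.1 of the genes called per simulated run. Where 200 genes were changed in the simulation, 5.2 of the unchanged genes called per run were never listed at 0. Those runs called 138.2 genes each on average, so the 5.2 cannot be set against the 5 DEGs. With any single liver left out, 26 to 40 genes were DEGs, and only 3 to 10 of them were never listed at 0. The counts were 22 higher and 11 lower without conF1-F replicate 1, and 8 higher and 18 lower without iAsF1-F replicate 3. Without genes listed at 0 in any liver, a setting added after the data were seen, 5 were DEGs. With the replicate number as a block, 0 were DEGs, but that fit leaves fewer residual degrees of freedom, which alone can lower the number. None of the 16 DEGs was among the 170 measured genes of the metabolic lists (odds ratio 0, 95% CI 0 to 9.64, two-sided Fisher's exact test, p = 1). These hand-written lists stand in for gene ontology terms, which were not tested here. With 16 DEGs, an interval this wide does not decide on enrichment. The paper's heat map places 2 of the 16 under lipid metabolism and 3 under peptide metabolism. At an unadjusted p under 0.05, 330 genes passed, where 322 would if p-values were evenly spread. The other ways to group the 6 livers into 3 and 3 gave 191 to 340 genes. The 330 genes included 27 of the 170 metabolic genes (15.9%) against 4.83% of the other genes. Their odds ratio was 3.72 (95% CI 2.33 to 5.75, two-sided Fisher's exact test, p = 1.06e-07, over genes, which are not independent replicates). Without the genes shown in the heat map, an alternative added after the data were seen, these were 20 of 163 (odds ratio 2.95). Sets of as many genes, matched to the 170 on expression, held a median of 14 at such a p (95th percentile 19). The excess over genes of like expression was therefore smaller than over all other genes. Alongside these lists, markers of hepatocytes were higher in iAsF1-F liver (9 of 9 above 0, adjusted p = 0.0152 from camera, and an adjusted p = 0.645 with an estimated correlation), and markers of erythroid cells were lower (3 of 4 below 0, adjusted p = 0.0301, and an adjusted p = 0.513 with an estimated correlation). Neither marker list passed without conF1-F replicate 1 (adjusted p = 0.474 and 0.299), iAsF1-F replicate 2 or iAsF1-F replicate 3. Mitochondrially encoded genes were higher (35 of 35 above 0, adjusted p = 3.14e-06 from camera, and an adjusted p = 0.322 with an estimated correlation), and made up 17.0%, 15.3% and 15.8% of the RPKM sum in iAsF1-F livers and 14.2%, 15.2% and 15.1% in conF1-F livers. Their unadjusted p from camera with the preset correlation was 1.9e-07, and it reached 2.3e-06 in another grouping of the livers into 3 and 3. From the DEGs and their enrichment for gene ontology terms in Figure 3b,c, the paper states that they are enriched in metabolic processes. The paper then singles out G6pc and Pck1 as rate-limiting gluconeogenic enzymes downstream of FoxO1.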

Particularly, G6pc and Pck1 are rate‐limiting enzymes of gluconeogenesis and direct downstream targets of FoxO1.^[^ ^31^ ^]^ Quantitative reverse transcription PCR (RT‐qPCR) analyses confirmed that G6pc and Pck1 were upregulated in iAsF1‐F liver versus conF1‐F (Figure 3d) but remained unchanged in iAsF1‐M versus conF1‐M (Figure 3e). To test whether the upregulated G6pc is required for the phenotype in iAsF1‐F mice liver, we used S3483, a small molecule inhibitor of the glucose 6‐phosphatase system.^[^ ^32^, ^33^ ^]^ We performed alanine tolerance tests (ATTs) because alanine is one of the major gluconeogenic precursors in vivo. In the absence of S3483, iAsF1‐F mice showed increased glucose production from alanine compared to conF1‐F (Figure 3f), which is consistent with the intolerance to pyruvate and glucose. Such a phenotype was masked by S3483 pretreatment (Figure 3g), demonstrating the essential role of the hepatic FoxO1/G6pc pathway in the paternal iAs effect on glucose homeostasis in the F1 female.

**Figure 3:**
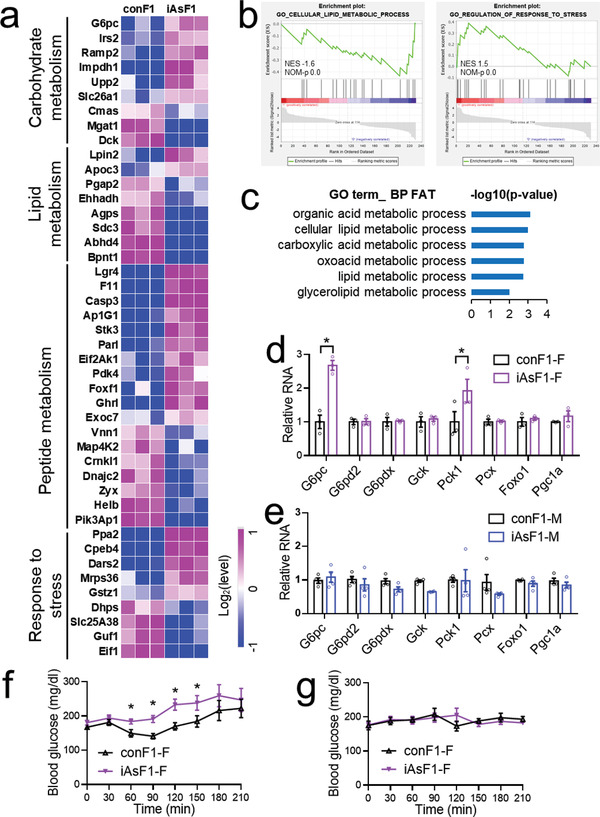
Hepatic FoxO1/G6pc signaling contributes to the enhanced gluconeogenesis in iAsF1‐F mice. a) A heat map of differentially expressed genes (DEGs) between female iAsF1 and conF1 livers in the refeeding condition. b) GSEA gene ontology (GO) enrichment of the DEGs. NES, normalized enrichment score. NOM‐*p*: nominal *p*‐value. c) Database for Annotation, Visualization and Integrated Discovery (DAVID) gene ontology pathway analysis of the DEGs. d,e) RT‐qPCR analysis of key gluconeogenic genes in the F1 liver in the refeeding condition. f,g) Alanine tolerance test (ATT) in the presence of vehicle or S3483, an inhibitor of the G6pase system, *n* = 8 mice. Data are mean ± S.E.M. * *p* < 0.05 by *t*‐test or two‐way ANOVA with Holm–Sidak's posthoc.

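In the deposited RPKM values, all 44 genes of the heat map differed between iAsF1-F and conF1-F liver in the direction shown, 24 higher and 20 lower, with no overlap between the groups. Over all tested genes, the groups did not overlap for 11.5%, where chance gives 10%. The study chose these genes on these samples, so their direction is not independent evidence. Of the 44 genes, 29 reached the minimum mean of 1 RPKM, 8 of them were DEGs by limma over all genes, and 27 had an unadjusted p under 0.05 (all but Upp2 and Exoc7). Among the 9 genes of carbohydrate metabolism, G6pc, Irs2, Ramp2, Impdh1, Upp2 and Slc26a1 were higher and Cmas, Mgat1 and Dck lower, and none of the 6 tested was a DEG. Among the 8 genes of lipid metabolism, Abhd4, a lipase of N-acyl phospholipids, and Bpnt1, a bisphosphate nucleotidase, were lower DEGs. Abhd4 was at 4.03, 5.49 and 4.51 RPKM in conF1-F and listed at 0 in every iAsF1-F liver, and Bpnt1 was at 7.93, 6.06 and 6.90 RPKM in conF1-F and listed at 0, 0.142 and 0 in iAsF1-F. Sdc3, a heparan sulfate proteoglycan, was at 0.990 ± 0.237 RPKM in iAsF1-F and 6.32 ± 1.71 RPKM in conF1-F (SD, n = 3 each), with a log2 fold change of −1.86, but was not a DEG (adjusted p = 0.0794 from limma). Among the 18 genes of peptide metabolism, F11 and Lgr4 were among the higher DEGs. F11, coagulation factor XI, was listed at 0 in every conF1-F liver and stood at 6.43, 9.48 and 7.94 RPKM in iAsF1-F. Lgr4, an R-spondin receptor, was above 0 in every liver, at 3.22 ± 0.332 RPKM in iAsF1-F and 0.171 ± 0.0416 RPKM in conF1-F (SD, n = 3 each), with a log2 fold change of 1.85 (SE 0.17, adjusted p = 0.0309 from limma). The Lgr4 log2 fold change did not pass with any single liver left out (adjusted p from 0.0551 to 0.126, limma). Among the 9 genes of the response to stress, Ppa2 and Cpeb4 were higher DEGs and Eif1 a lower one. Ppa2, the mitochondrial inorganic pyrophosphatase, was at 4.93 ± 0.180 RPKM (SD, n = 3) in iAsF1-F and 0.0506 ± 0.0167 RPKM (SD, n = 3) in conF1-F. Cpeb4, which binds polyadenylation elements of mRNA, was listed at 0 in conF1-F and at 6.91, 5.10 and 6.03 RPKM in iAsF1-F. Eif1, a factor of start codon selection, was at 5.02 ± 1.16 RPKM in iAsF1-F against 44.7 ± 4.80 RPKM in conF1-F (SD, n = 3 each), a log2 fold change of −2.94 (SE 0.17, adjusted p = 0.00497 from limma). Of the 44 genes, 16 were listed at 0 in at least 1 liver and 7 in every liver of one group alone.

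**Figure D3:**
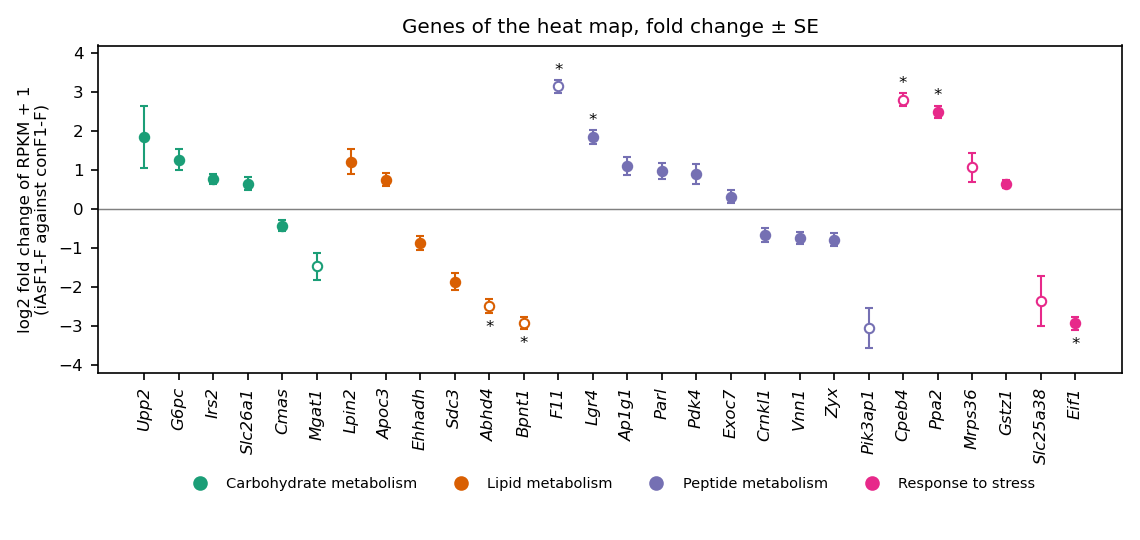
Log2 fold change (iAsF1-F relative to conF1-F) with its SE for most of the tested genes of the heat map, coloured by group. Open points are genes listed at 0 in at least 1 liver, and asterisks mark DEGs. Eif1 lies at −2.94 and Lgr4 at 1.85.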

### 2.4 Temporary Growth Retardation in F2 Offspring from Male‐Lineage iAs Exposure

To address transgenerational effects, we characterized the phenotypic changes in the F2 generation from male‐lineage exposure. Although the litter size was normal (**Figure** **4**a), iAsF2 mice showed small body length (Figure 4b,c), leg length (Figure 4d), and brain weight (Figure 4e) at an early age in both male and female mice, suggesting growth retardation. However, these growth retardations diminished and became insignificant (Figure 4f–i) as the mice grew into adulthood. The bone histology analysis also did not identify any obvious abnormality in adult F1 mice (Figure 4j). Thus, the male‐lineage iAs exposure caused temporary growth retardation in the F2 offspring at a young age.

**Figure 4:**
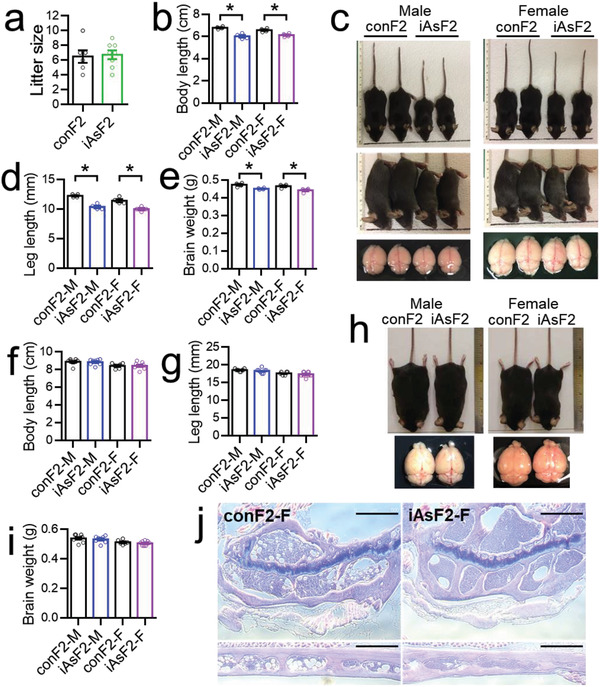
Temporary growth retardation in the F2 offspring from male‐lineage iAs exposure. a) Litter size of the F2 offspring. b–e) Body length, tibia leg length, and brain weight of F2 offspring at the early weaning age (3–4 weeks old). f–i) Body length, tibia leg length, and brain weight of F2 offspring at 12 weeks old. j) H&E staining of the bone at 12 weeks old. Scale bar = 500 µm. Data are mean ± S.E.M. * *p* < 0.05 by *t*‐test.

### 2.5 Energy Imbalance and Nutrient Malabsorption in Adult iAsF2

Although the growth retardation phenotype in the F2 offspring diminished as mice reached adulthood, the body weight remained lower in iAsF2 than conF2 in both male and female mice, and the differences got more profound as mice age (**Figure** **5**a,b). These results suggest that grandpaternal iAs exposure caused a persistent disruption of systemic energy balance in the F2 offspring in both sexes. Body composition analyses with magnetic resonance imaging (MRI) showed that the lower body weight in adult iAsF2 mice was due to lower fat mass but not lean mass (Figure 5c), which is consistent with the normal body length and bone morphology. From the perspective of energy balance, reduced adiposity could be due to reduced energy intake or increased energy output. iAsF2‐F mice showed overall normal energy expenditure with a slight increase in total oxygen consumption at night as measured by indirect calorimetry (Figure 5d). Core body temperature measurement at different times across the day revealed a higher body temperature at night (Figure 5e), which is in line with the slight increase in total energy expenditure at night. Brown adipose tissue (BAT) is a major thermogenic organ in mice. BAT in iAsF2‐F mice showed smaller lipid droplets than conF2‐F mice (Figure 5f), implying a more active thermogenic activity and lipid catabolism. In addition to the energy expenditure, we also measured energy intake. iAsF2‐F mice showed normal daily food intake (Figure 5g). However, food intake is not equal to calorie intake because there may be a difference in the efficiency of food digestion and nutrient assimilation. iAsF2‐F might have nutrient malabsorption, which rendered them less efficient in extracting calories from food. To test this possibility, we monitored daily feces production but found no difference between iAsF2 and conF2 (Figure 5h). We then used bomb calorimetry to analyze the calorie content in the feces. iAsF2 feces showed increased calorie content than conF2 (Figure 5i). It is known that even a tiny error in energy intake and output balance could cause profound changes in body weight in the long run.^[^ ^34^ ^]^ As expected, iAsF2 mice showed improved glucose tolerance than conF2 (Figure 5j), which is likely a result of the reduced adiposity. In summary, these results suggest that an increase in thermogenesis in alliance with nutrient malabsorption may account for the lower adiposity in adult iAsF2 mice.

**Figure 5:**
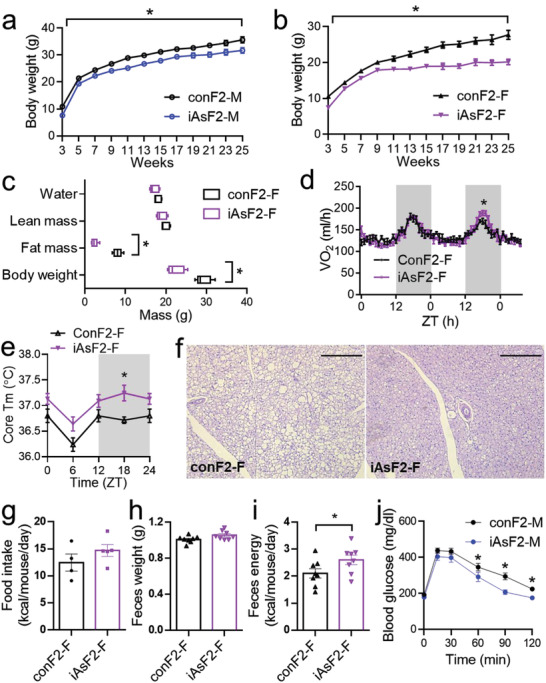
Reduced adiposity and nutrient malabsorption in adult F2 offspring from male‐lineage iAs exposure. a,b) Body weight at the indicated age, *n* = 10 mice. *p < 0.05 by *t*‐test at all timepoints. c) MRI body composition analysis. Box‐plots center lines, limits, and whiskers represent the median, quartile, and minimum/maximum values, respectively, *n* = 5 mice. d) Oxygen consumption by indirect calorimetry. ZT: zeitgeber time. ZT0 = 7 am (light on). ZT12 = 7 pm (light off), *n* = 5 mice. e) Core body temperature measured at the indicated ZT, *n* = 8 mice. f) H&E stain of brown adipose tissue (BAT). Scale bar = 250 µm. g) Food intake in home cages, *n* = 4–5 cages. h) Daily feces weight per mouse, *n* = 8 mice. i) Feces energy content by bomb calorimetry, *n* = 8 mice. j) Glucose tolerance test at 12 weeks old, *n* = 10 mice. Data are mean ± S.E.M. * *p* < 0.05 by *t*‐test or two‐way ANOVA with Holm–Sidak's posthoc.

### 2.6 Fecal Microbiome Changes in Adult iAsF2

The gut microbiome plays an important role in nutrient digestion and absorption. The microbiome can have long‐lasting effects on systemic energy homeostasis and is implicated in mediating persistent phenotypic across generations.^[^ ^35^ ^]^ We profiled microbiome composition in iAsF2 and conF2 female mice using 16S ribosomal RNA (rRNA) gene sequencing. The total number of detectable bacterial species was measured by the operational taxonomic units (OTUs) and was higher in iAsF2‐F feces than conF2‐F (**Figure** **6**a). However, the overall diversity of the microbiome was similar between the two groups (Figure 6b). The intergroup difference assessed by the Unweighted UniFrac PCoA analysis revealed that the microbiome of iAsF2‐F had distinct characteristics from that of conF2‐F (Figure 6c). Analyses at the phylum level did not identify noticeable differences (Figure 6d). However, there was a clear difference at the class level. Compared to conF2‐F feces, iAsF2‐F feces were more enriched with the Betaproteobacteria, Actinobacteria, and Bacilli classes (Figure 6e). Some studies suggested that Firmicutes‐to‐Bacteroidetes ratio is lower in lean subjects than obese subjects,^[^ ^36^, ^37^ ^]^ although this is controversial.^[^ ^38^, ^39^, ^40^ ^]^ In our study, the ratio is comparable between conF2‐F and iAsF2‐F (1.055 vs 1.009, *p* = 0.279). At the genus level, several genera were significantly upregulated in iAsF2‐F versus conF2‐F (Figure 6f). Of note, *Ruminococcaceae UncR9050* was upregulated by 187‐fold in iAsF2‐F versus conF2‐F (indicated by the red square), and the other eight genera (indicated by orange squares) were only detectable in iAsF2‐F. There were also a few genera that were significantly downregulated in iAsF2‐F compared to conF2‐F, including those in Bacteroidia, Clostridia, and Mollicutes classes (Figure 6g). It is conceivable that these gut microbiome changes could contribute to nutrient malabsorption and reduced adiposity in iAsF2 mice.

**Figure 6:**
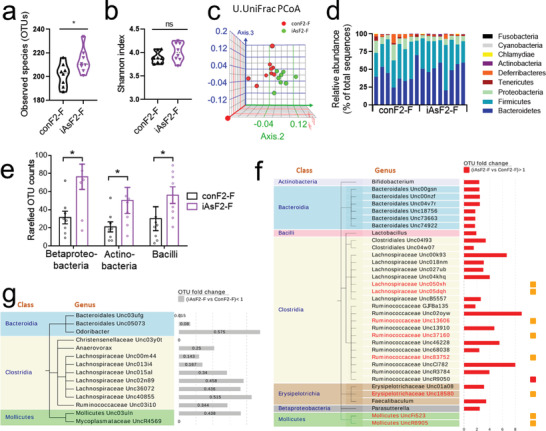
Fecal microbiome changes in adult F2 offspring from male‐lineage iAs exposure, *n* = 8 mice. a) Observed operational taxonomic units (OTUs). b) The *α* diversity. c) Intergroup difference by the Unweighted UniFrac PCoA analysis. d) Relative abundance at the phylum level. e) Comparison at the class level. Data are mean ± S.E.M. f,g) Upregulated and downregulated genera in iAsF2‐F versus conF2‐F. Orange squares: genera only detected in iAsF2‐F. Red square, a genus with a 187‐fold increase in iAsF2‐F versus conF2‐F. * *p* < 0.05 by *t*‐test. ns, not significant.

### 2.7 Increased Susceptibility to Diet‐Induced Metabolic Changes in the F3 Offspring

We continued to characterize the F3 generation offspring. iAsF3 showed normal litter size and birth weight (**Figure** **7**a,b). Adult iAsF3 mice also displayed normal body length and brain weight (Figure 7c,d). This result demonstrates that the temporary growth retardation observed in F2 was not replicated in F3. Interestingly, iAsF3 showed increased body weight than conF3 as they grow (Figure 7e,f), which was opposite to the lower adiposity phenotype in the F2 offspring. This phenotype was seen in both male and female mice. The body weight phenotype became more obvious when mice were fed with a high‐fat diet (HFD) for a month (Figure 7g), which was associated with increased liver weight (Figure 7h) and bigger adipocytes in the white adipose tissue (Figure 7i). Glucose tolerance tests (GTTs) revealed no significant difference between conF3 and iAsF3 under normal chow diet, but impaired glucose tolerance in iAsF3 on HFD in both sexes (Figure 7j), likely as a result of the increased body weight. These results demonstrate that the male‐lineage iAs exposure increases the susceptibility to diet‐induced obesity and metabolic derangement in the F3 offspring, which is opposite to the F2 offspring. In summary, the findings show that male‐lineage iAs exposure has profound effects on glucose metabolism and energy homeostasis for up to three generations, with distinct impacts on each generation.

**Figure 7:**
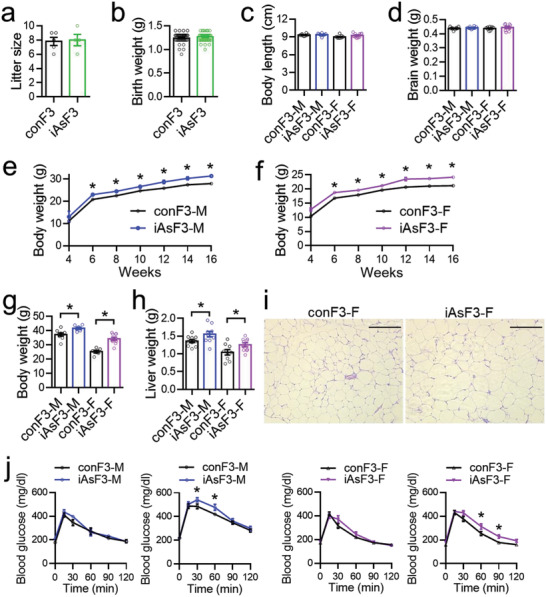
Effects of the male‐lineage iAs exposure on the growth and adiposity of the F3 offspring. a,b) Litter size and birth weight of the F3 offspring. c,d) Body length and brain weight of adult F3 offspring. e,f) Body weight on chow diet for F3 males and females, *n* = 9 mice. g,h) Bodyweight and liver weight after feeding a high‐fat diet (HFD) for a month. i) H&E stain of white adipose tissue (WAT) on HFD Scale bar, 250 µm. j) Glucose tolerance test (GTT) of F3 mice on the indicated diet, *n* = 10 mice. Data are mean ± S.E.M. * *p* < 0.05 by *t*‐test or two‐way ANOVA with Holm–Sidak's posthoc.

## 3 Discussion

The prevalence of metabolic disorders, such as diabetes and obesity, has drastically increased over the past few decades.^[^ ^41^ ^]^ Meanwhile, exposure to synthetic chemical products has also elevated, raising a possibility that environmental chemical pollutants could function as endocrine disruptors or “obesogens” in the pathogenesis of metabolic disorders.^[^ ^42^, ^43^ ^]^ A variety of chemicals, from preservatives to food additives, contain metal or metalloid such as iAs. Here, we systemically analyzed the cross‐generational effects of iAs on metabolic physiology.

A surprising finding from the current study is the sex‐specific effect in the F1 offspring. Female iAsF1 mice, but not males, showed altered glucose tolerance insulin sensitivity. The current evidence suggests hepatic glucose production as the underlying molecular mechanism: 1) female iAsF1 mice were intolerant to insulin as well as gluconeogenic substrates such as pyruvate or alanine as compared to conF1; 2) primary hepatocytes isolated from female iAsF1 mice showed enhanced glucose output than conF1; 3) female iAsF1 liver had a lower glycogen content than conF1 and reduced phosphorylation of FoxO1, a critical regulator of gluconeogenesis; 4) expression of gluconeogenic genes downstream of FoxO1 was altered in female iAsF1 liver; and 5) pharmacologic manipulation of the gluconeogenic enzyme system masked the glucose phenotype in iAsF1 females. However, it is unclear how iAs exposure in F0 males affects F1 metabolism and why such an intergenerational effect is sex specific. DNA methylation, histone modifications, and noncoding RNAs could play roles in the intergenerational effects.^[^ ^8^, ^44^, ^45^, ^46^ ^]^ DNA methylation is maintained by the opposing actions of two classes of enzymes, DNA methyltransferases (DNMTs) and demethylase family Ten–eleven translocations (TETs).^[^ ^47^, ^48^ ^]^ iAs was shown to alter TET activities^[^ ^49^, ^50^ ^]^ and DNA methylation.^[^ ^51^, ^52^, ^53^, ^54^, ^55^, ^56^, ^57^, ^58^ ^]^ DNA methylation has been implicated in the epigenetic inheritance of other environmental exposures, but the causative role of DNA methylation has not been rigorously tested in vivo in mammals.^[^ ^59^, ^60^ ^]^ It is possible that iAs exposure in F0 male alters DNA methylation on the X‐chromosome or imprinted genes in the F0 sperm, which could explain the sex‐specific effect in the F1 offspring. It is also possible that iAs‐induced epigenetic changes do not manifest themselves until they interact with certain sex hormones. Establishing the central role of hepatic glucose production in the F1 female glucose phenotype in the current study provides a solid starting point to further characterize the intergenerational and sex‐specific molecular mechanisms in the future.

A second surprising finding is the presence of a phenotype in F2 offspring despite the lack of an obvious phenotypic change in F1 males. It is likely that male iAsF1 mice had some cryptic phenotypic changes compared to conF1 males, which were not captured in the current study. We focused on glucose metabolism and energy balance in the current study, and did not examine lipid metabolism, the immune system, or the reproduction system. The cryptic phenotypic changes may alter the epigenome of the F1 male germ cells in a different way compared to the direct iAs exposure on the F0 sperm. These epigenetic changes then translate into gene expression alterations in the F2 offspring at multiple tissues or organs, leading to temporary growth retardation at a young age and altered metabolites in the gut. The change in the gut microbiome is likely an outcome of the altered metabolites since different bacterial species have different proliferation rates when feeding on different metabolites. The altered microbiome may contribute to nutrient malabsorption and reduced adiposity in adults. The effect of direct arsenic exposure on gut microbiome was studied before.^[^ ^61^ ^]^ In six week old infants, 8 genera from *Firmicutes* phylum and 15 genera from other phyla were positively or negatively correlated with urinary arsenic levels.^[^ ^62^ ^]^ Arsenic treatment also changed the taxonomic profile of the microbiome in murine models.^[^ ^63^, ^64^ ^]^ Here we demonstrate an indirect, transgenerational effect of paternal arsenic exposure on gut microbiome at the F2 generation. We do not think that microbiome changes can be inherited across generations in this male‐lineage paradigm. Rather, we speculate that the microbiome changes connect the upstream epigenetic alterations with the downstream energy imbalance. In addition to the microbiome‐mediated nutrient malabsorption, altered activity in the brown adipose tissue thermogenesis and increased energy expenditure may also contribute to the reduced adiposity in the adult F2 offspring.

A third surprising finding is the opposite phenotypes in F2 versus F3 offspring. The F2 offspring showed reduced adiposity, while the F3 offspring showed higher adiposity, especially in the presence of a high‐calorie diet. It is possible that the growth retardation and nutrient malabsorption in the iAsF2 male mice elicit “thrifty” adaptations on the epigenome of their germ cells, which gets transmitted into the F3 generation. This notion is in keeping with the thrifty phenotype hypothesis,^[^ ^65^ ^]^ but with a cross‐generational implication.

There is some limited epidemiologic evidence linking early‐life iAs exposure with later‐life metabolic disorders.^[^ ^57^, ^66^, ^67^ ^]^ The interpretation of human epidemiologic data can be confounded by many factors. Many regions with iAs‐contaminated drinking water have been inhabited by humans over several generations. The outcome of iAs exposure is a mixture of the short‐term acute exposure and long‐term effects due to early‐life exposure that may impact prenatal and postnatal developmental processes.^[^ ^23^, ^24^, ^25^, ^26^, ^27^, ^28^, ^29^ ^]^ Our study demonstrates robust intergenerational and transgenerational effects of male‐lineage iAs exposure in the mammal for the first time. The distinct effects on different generations or sexes found in our study unveiled layers of complexity that are previously unknown in iAs toxicity.

The paternal effects of dietary factors or psychological stress on F1 offspring metabolism have been reported.^[^ ^9^, ^10^, ^11^, ^12^ ^]^ However, the transgenerational effects across multiple generations remain unclear. Exposures of gestating females to endocrine‐disrupting compounds have been shown to affect adiposity in offspring of multiple generations, although it is unclear whether it is transmitted through the male germline, female germline, a combination of both germlines, or other mechanisms.^[^ ^60^, ^68^ ^]^ It has also been challenging to pinpoint the organ or cell type in the offspring as the major contributor to the metabolic phenotype. The current findings of the transgenerational effects of iAs through the exclusive male‐lineage transmission shed light on some of these issues and unveiled a few fascinating phenomena in the cross‐generational effects of environmental exposure on metabolism. 1) The cross‐generational effect does not always diminish as it is transmitted through multiple generations. The low dose and short duration of the iAs exposure in the current study did not cause glucose intolerance in adult F0 males but produced robust changes in glucose tolerance in F1 offspring. Likewise, iAsF0 and iAsF1 mice had normal body weight, but iAsF2 and iAsF3 offspring showed abnormal body weight. 2) The transgenerational effects do not always go in the same direction across generations. Ancestral exposure to iAs decreased adiposity in F2 offspring but increased adiposity in F3 offspring. These results suggest that an environmental chemical or endocrine‐disrupting compound might suppress adiposity in a generation‐specific manner, rather than always functioning as an obesogen. 3) Ancestral environmental exposure can disrupt metabolism without causing obesity. iAsF1 females showed glucose intolerance and insulin resistance despite normal body weight. These results suggest that ancestral exposure can create a cryptic epigenetic predisposition to prediabetes or diabetes without affecting body weight. 4) Ancestral environmental exposure can disrupt metabolism in a highly sex‐specific manner. iAsF1 males did not show glucose intolerance, while iAsF1 females did. 5) The organ or cell type that mediates the metabolic effects of ancestral exposure can be defined in adult offspring. We pinpointed the liver and hepatocyte gluconeogenesis as the major contributor to the glucose intolerance phenotype in iAsF1 females through comprehensive metabolic testing, cell‐autonomous assays, and pharmacologic rescue experimentation. Future mechanistic studies using the iAs male‐lineage transmission as a model are likely to provide further insights into the cross‐generational effects of environmental factors on metabolism.

## 4 Experimental Section

##### Mouse Housing and iAs Treatment

C57BL/6 male and female mice were housed and bred under pathogen‐free conditions. Mice were group‐housed with 3–4 mice per cage at 22–25 °C and 40–70% humidity under the standard 12 h light/12 h dark cycles. Mice were fed with a normal chow diet (LabDiet #5015) or a diet containing 60 kcal% fat (ResearchDiets # D12492). iAs content in the diet was not indicated by the manufacture on the product sheet. The iAsF0‐M mice were treated with 250 ppb iAs in the drinking water for 3 weeks, starting at around the age of 8 weeks old. Sodium arsenite solution was prepared by dissolving the sodium arsenite powder (Sigma–Aldrich, purity ≥ 99%) in deionized water. As described previously,^[^ ^69^ ^]^ mice exposure experiments were performed in the units specialized for environmental toxicity exposure research. iAs solution was diluted with clean drinking water to the final concentration of 250 ppb. All the drinking water was prepared freshly and refilled weekly. Mouse breeding was conducted in the standard mouse housing suites. All experimental procedures were approved by the Institutional Animal Care and Use Committee at Baylor College of Medicine.

##### Measurement of Energy Expenditure, Food Intake, and Body Composition

Energy expenditure and food intake were monitored by the Comprehensive Laboratory Animal Monitoring System (CLAMS) equipped with the Oxymax indirect calorimetric assessment (Columbus Instruments, OH). Mice were prehoused in the unit for at least 24 h for habituation before continuous data collection for 48 h under normal light–dark schedules. Body composition analysis was performed using the EchoMRI nuclear magnetic resonance (NMR) relaxometry (EchoMRI L.L.C., TX). These analyses were done at the Mouse Metabolic and Phenotyping Core (MMPC) in Baylor College of Medicine. Core body temperature was determined by a rectal thermometer probe (Physitemp Instruments, NJ).

##### Feces Collection and Bomb Calorimetry

For feces collection, mice were single‐housed in metabolic cages equipped with urine and feces collection units. All the equipment was autoclaved and dried. Mice were allowed to habituate in the presence of clean water and food pellets for at least 24 h. Fecal samples were obtained in the original form without contamination by urine, water, fur, or food crumbs. Fresh feces were transferred to clean Eppendorf tubes every 8 h followed by storage at −80^ ^°C. Digestible energy content in feces was measured using a bomb calorimeter at the Small Animal Phenotyping Core facility at the University of Alabama at Birmingham.

##### Kinetic Metabolic Testing and Serum Insulin Measurement

Kinetic metabolic testings performed in the current study include GTT, insulin tolerance test (ITT), pyruvate tolerance test (PTT), and ATT. Mice fasted for 6–9 h. A bonus of 2 g kg^−1^ glucose (d‐(+)‐glucose, Sigma–Aldrich), 0.75 mIU kg^−1^ insulin (Humulin, Eli Lily), 2 g kg^−1^ pyruvate (Sigma–Aldrich), or 4 g kg^−1^ alanine (Sigma–Aldrich) was administered via intraperitoneal injection, and then blood glucose concentration was monitored through tail vein bleeding and glucometer (OneTouch Ultra 2, Lifescan) across a time course. Mice were allowed to recover for 2 weeks in between different tests. For the test involving S3483, mice were intraperitoneal injected with 50 mg kg^−1^ S3483 or vehicle and allowed to rest for 10 min. The blood glucose level was measured, followed by alanine injection, blood sampling, and blood glucose measurement, as described above. Insulin levels in serum samples were determined using the ultrasensitive mouse insulin enzyme‐linked immunosorbent assay (ELISA) kit (#90 080, Crystal Chem) following the manufacture's instruction.

##### Primary Hepatocyte Isolation and Glucose Output Assay

Primary hepatocytes were isolated from adult mice via a modified two‐step perfusion method.^[^ ^70^ ^]^ Primary hepatocytes were further purified with centrifugation in the presence of Percoll (Amersham Biosciences AB, Piscataway, NJ) and cultured in collagen‐coated plates in Dulbecco′s modified Eagle′s medium with 10% fetal bovine serum (FBS) for 4 h until attachment. Cells were then starved in glucose output media (118 × 10^−3^ m NaCl, 4.7 × 10^−3^ m KCl, 1.2 × 10^−3^ m MgSO_4_, 1.2 × 10^−3^ m KH_2_PO_4_, 1.2 × 10^−3^ m CaCl_2_, 20 × 10^−3^ m NaCO_3_, 20 × 10^−3^ m 4‐(2‐Hydroxyethyl)piperazine‐1‐ethanesulfonic acid (HEPES), and pH 7.4) for 1 h before treated with different substrates including lactate (10 × 10^−3^ m lactate and 1 × 10^−3^ m pyruvate), glycerol (5 × 10^−3^ m), or glutamine (5 × 10^−3^ m). After 2 h, an aliquot of glucose output media was taken for measurement of glucose using Glucose (Hexokinase) Liquid Reagents kit (#G7517120, Fisher Scientific). The data were normalized to the total protein content of the cell lysates.

##### Histology

Fresh liver tissue, white adipose tissue, and brown adipose tissues were fixed in 10% formalin overnight and embedded in paraffin. Sections were cut at a thickness of 5 µm and stained using the hematoxylin and eosin (H&E) or periodic acid–Schiff (PAS) method. For bone tissues, decalcification and hydration were done before paraffin embedding. Sections were imaged and analyzed by microscopy (Leica Microsystems, Wetzlar, Germany).

##### Body Length, Leg Length, and Brain Weight Measurement

These measurements were performed on euthanized mice. For body length, mice were placed in a prone position, measuring from the tip of the nose to the base of the tail. The tibia leg length was measured from knee to ankle. The whole brain was dissected out and weighed on the scale.

##### Protein Extraction and Western Blot

Liver samples were harvested after refeeding for 5 h following overnight fasting. Liver samples were dissected and frozen immediately in liquid nitrogen. The liver samples were homogenized in radioimmunoprecipitation assay (RIPA) buffer supplemented with proteinase inhibitor cocktails (Santa Cruz Biotech), phosphatase inhibitors (Sigma–Aldrich), and phenylmethylsulfonyl fluoride (PMSF) (EMD Millipore #52 332). Protein concentration was measured using Bradford protein assay according to the manufacturer's instructions (Bio‐Rad). For western blot analysis, total protein lysates were resolved on sodium dodecyl sulphate‐polyacrylamide gel electrophoresis (SDS‐PAGE), transferred to polyvinylidene fluoride (PVDF) membrane, and blotted with primary antibodies including Phospho‐AKT (Ser473) (CST 736E11, #3787), total AKT (CST #9272), Phospho‐FoxO1 (Ser256) (CST #9461), total FoxO1 (CST C29H4, #2880), and Hsp90 (CST #4874) and horseradish peroxidase (HRP)‐conjugated secondary antibodies (Santa Cruz Biotech sc‐516102 or sc‐2357).

##### RT‐qPCR and RNA‐seq

Total RNA was extracted from frozen liver samples using Trizol reagent (LifeTech) and was further purified using the RNeasy Mini Kit (Qiagen). RT‐qPCR was processed using the High‐Capacity cDNA Reverse Transcription Kit (Applied Biosystems), PowerUp SYBR Green Master Mix (Thermo Fisher), and QuantStudio 6 instrument (Thermo Fisher). Standard curves were generated by series dilution of pooled RNA samples. The relative value for each gene was normalized to the 18S RNA of the same sample as the housekeeping control. For RNA‐seq, RNA‐seq library preparation and sequencing were performed at the UCLA Technology Center for Genomics & Bioinformatics (TCGB) Core facility. Libraries were sequenced on the Illumina HiSeq 2000/2500 platform. Raw reads from biological triplicates were analyzed as previously described.^[^ ^69^ ^]^ Functional analysis of differentiated expression genes was performed using GSEA software (V4.0.3).^[^ ^71^ ^]^

##### Microbiome 16S rRNA Gene Sequencing and Analysis

Fecal samples were obtained directly from the anus without contamination with urine or fur. The fecal samples were collected in pathogen‐free microcentrifuge tubes and stored at −80 °C until processing. 16S rRNA gene sequencing was performed in the core facility of Alkek Center for Metagenomics and Microbiome Research at Baylor College of Medicine. Observed OTUs indicated overall microbiome diversity in test samples. The Shannon index was calculated for assessing the *α* diversity, a measurement of the variety of organisms detected in each group. These two indicators described the general enrichment of different groups. Unweighted principal coordinates analysis (PCoA) analysis was used to assess intergroup differences. Classification of reads by taxonomic levels provides more detailed information. Different bacteria are clustered from phylum through genera.

##### Statistical Analysis

No statistical methods were used to predetermine sample sizes. Instead, sample sizes were determined based on previous publications for each assay. Normality was tested by the Shapiro–Wilk test. Data were not preprocessed except that RT‐qPCR data were normalized to the housekeeping genes. All measurements were taken from distinct biological samples (mice or litter). Most comparisons between two groups were analyzed using a two‐tailed unpaired *t*‐test. Kinetic metabolic tests with multiple time points were analyzed by two‐way repeated‐measures analysis of variance (ANOVA) with Holm–Sidak's posthoc test. For 16S rRNA gene sequencing, independent samples’ Mann–Whitney U test was used. All tests were two sided. Most data were expressed as mean ± standard error of mean (S.E.M.) unless otherwise indicated in the figure legend. The minimal level of significance was set at *p* < 0.05. Sample size and statistical methods for each test were provided in figure or/and figure legends. Most key animal experiments were performed twice using independent biological samples, except the RNA‐seq studies that were performed once. Experimenters were bound to the genotype. Data were excluded using the pre‐established criteria. Animals were excluded before metabolic tests if they showed distress, infection, bleeding, or anorexia. SPSS 22.0, Microsoft Excel 2010, Prism Graphpad 7 were used for statistical analysis and visualization.

##### Data Accession

RNA‐seq data were uploaded to Gene Expression Omnibus (GSE154130).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Y.G. and Y.X. contributed equally to this work. Z.S. and G.D. conceived the study. Y.G., Y.X., X.L., W.Z., and G.D. collected data. P.M. and A.B. provided reagents. Y.G., Y.X., X.L., W.Z., G.D., Z.Z., L.H., and Z.S. analyzed data. Y.G., Y.X., G.D., and Z.S. interpreted the data. S.M. supported Y.X. Z.S. acquired funding. Y.G. and Z.S. wrote the manuscript with input from the other authors.

How the deposited data were processed for this re-analysis (not part of the article)

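Hepatic mRNA of F1 females was measured by RNA-seq in 3 iAsF1-F and 3 conF1-F livers, given as biological triplicates. The heat map legend gives the refeeding condition, whereas the sample labels give a feeding status, and the samples were used as 2 groups without regard to this. The paper's text states that measurements came from distinct biological samples (mice or litter) and that the RNA-seq was performed once. Other experiments of the paper (RT-qPCR, western blots, metabolic tests, bone and gut measurements, 16S sequencing, males and the F2 and F3 generations) were not analysed here.

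The authors deposited RPKM values, which they had made from the reads of each library before deposit, normalized to transcript length and to the reads of the library. The submitters' processing notes name STAR 2.5.3a, HTSeq, DESeq2 1.8.2 and the mm10 genome. The paper's methods refer to an earlier study for the read analysis, and neither source names the program behind the RPKM values. The 6 tables of single libraries and the table of the whole series were equal in all 105744 cells compared. In 1 library, 13 cells were shown as dates or times and were converted back to the number behind them, and 13 gene symbols shown as dates were replaced by the symbol of their Ensembl ID. Of 17624 genes, 17541 were found by ID in the GENCODE annotation of GRCm38, which supplied chromosomes and positions.

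Since the values used here are not counts, edgeR, which had been the first choice, could not be run, nor could DESeq2, limma-voom or filters on counts. Tests with the authors' own p-values were not run either, since the tables used here hold none. The alternative chosen in advance for other units was used. Genes with a mean of at least 1 RPKM over the 6 libraries (6448 genes) were compared as log2(RPKM + 1) by limma 3.58.1 in R 4.3.3, with the group as the only term, a trend of the variance with the mean, and Benjamini-Hochberg adjustment over all tested genes at a threshold of 0.05. Each gene was also compared by a two-sided exact permutation test of log2(RPKM + 1), whose smallest p is 0.1 with 3 against 3.

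In all, 41 gene lists of liver metabolism, stress, signalling, sex bias, imprinting and cell types were written before the data were examined. The paper's text and heat map were known by then. The 33 lists with at least 3 tested members were compared with all other genes by camera of limma with a preset inter-gene correlation of 0.01. They were tested again by camera with an estimated correlation, and by fry, which tests a list against no change and not against the other genes. Camera with an estimated correlation also uses the few residual degrees of freedom of the livers, where the preset form uses the number of genes. Members were also adjusted over the list alone. The genes of all 10 metabolic lists, and the X-linked genes, were compared with the other tested genes by two-sided Fisher's exact tests in R. Values were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, permutation tests were run in R, and plots used matplotlib 3.10.9.

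The genes named in the text follow a rule written before the data were examined. It takes every gene the paper names, up to 10 DEGs per direction with the largest log2 fold change whose groups do not overlap (filled to 10 with the genes of smallest p, said not to have passed), and up to 4 members of smallest p from each list. Genes named outside this rule are said to be so.

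The number of reads per library is unknown, so no counting interval is given. A relative depth was estimated from the ratios of the lowest RPKM values between libraries, and lay between 67.0% and 100% of the deepest library. Of the tested genes, 1261 (19.6%) were listed at 0 in 1 to 5 libraries. Among the genes in all, 5501 have values that are means of 2 or more entries by their decimals, up to 19 entries.

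The comparison was tested on simulated data in 10 runs with 200 of 6448 genes changed. It recovered 46.7% of genes changed by 1 on the log2 scale and 67.5% of those changed by 2. Each run called 138.2 genes on average, of which 23.4 were unchanged genes, 5.2 of them never listed at 0. With no gene changed and 0s placed at random, for whole genes and not for single entries of a mean, it called 16.3 genes per run on average (6 to 21), of which 0.1 was never listed at 0.

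Other settings fixed before the data were examined were, for the number of DEGs, a pseudocount of 0.1 and no filter on low values, and otherwise a robust fit, the replicate number as a block, each library left out in turn, thresholds of 0.1 adjusted and 0.05 unadjusted, and the other list tests. Added after the data were seen were that pseudocount and no filter for the other results, the removal of genes listed at 0, treating 0s as missing, 3 rescalings of the RPKM values, the removal of genes with a date cell, and tests without the genes shown in the heat map.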

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

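The tests of how 0s fall by group, of depth, of DEGs never listed at 0, of entries at 0 within a mean and of the hepatocyte share were chosen only after the results were seen. No group held more than 3 samples, so single samples were not tested for being far from the others. The genes and lists here passed their test among genes that the paper does not discuss.

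Of the 16 DEGs by limma, 8 are not named by the paper. Lrp10, a receptor of the LDL receptor family, and Rbbp9, a serine hydrolase, were listed at 0 in every conF1-F liver, and stood in iAsF1-F at 6.65, 8.03 and 6.99 RPKM and at 5.19, 6.71 and 6.25 RPKM (adjusted p = 0.00497 each). Tspan4, a tetraspanin, was above 0 in every liver and higher in iAsF1-F, at 4.31 ± 0.758 against 0.0941 ± 0.0201 RPKM (SD, n = 3 each), with a log2 fold change of RPKM + 1 of 2.27 (SE 0.18, adjusted p = 0.0149 from limma). It no longer passed with any single iAsF1-F liver left out, where the Tspan4 log2 fold change had an adjusted p between 0.0635 and 0.0749. Ecsit, an assembly factor of mitochondrial complex I, was above 0 in every liver and lower in iAsF1-F, at 0.103 ± 0.00804 against 6.18 ± 0.767 RPKM (SD, n = 3 each), with a log2 fold change of RPKM + 1 of −2.70 (SE 0.15, adjusted p = 0.00497 from limma). Slc39a9, a zinc transporter, S100a16, a calcium-binding protein, and Ythdf1, a reader of N6-methyladenosine, were listed at 0 in every iAsF1-F liver and stood in conF1-F at 6.49 to 10.4, 7.13 to 7.40 and 4.45 to 5.33 RPKM (adjusted p = 0.00497 each). The value of Slc39a9 in conF1-F replicate 1 was one of those shown as a date. Gcc1, a Golgi protein, was also listed at 0 in iAsF1-F, with 3.63 to 3.97 RPKM in conF1-F (adjusted p = 0.0101). It no longer passed without conF1-F replicate 1 or 2, where the Gcc1 log2 fold change had an adjusted p of 0.0607 and 0.0536.

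For the 10 DEGs listed at 0 in every liver of one group, a technical explanation is that 0s were listed without regard to the group. In line with it, the real grouping gave 16 tested genes at 0 in all 3 libraries of one group and in none of the other, and the other groupings gave 15 to 35, whereas a difference in depth is argued against, since 8 of the 16 were at 0 in conF1-F, the group of lower mean depth, and 8 in iAsF1-F. For Ppa2, Tspan4, Lgr4 and Ecsit, never listed at 0 and each a mean of 2 to 4 entries, single entries at 0 without regard to the group could leave such low values, and in line with this the real grouping gave 4 tested genes of this kind more than 10 times lower in every library of one group than in any of the other, and the other groupings gave 0 to 5 (at 5 and 8 times, also tried, the real grouping gave 6 and 4 and the highest other 9 and 7). At least 5 DEGs never listed at 0, as with these 4 and Eif1, a single entry, came from 4 of the 10 ways to group the libraries (highest other 13), and at least 16 DEGs in all from 8 of them (highest other 32), but 10 groupings are too few for a share under 0.05. An effect of paternal iAs stays open for all these DEGs and was not tested apart from these explanations.

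As lists, 4 groups outside those the paper discusses passed with the preset correlation, and none of them with an estimated one. Mitochondrially encoded genes were above 0 in 35 of 35 members, with a median log2 fold change of 0.14 (adjusted p = 3.14e-06, and an adjusted p = 0.322 with an estimated correlation). Another grouping of the livers gave this list an unadjusted p of 2.3e-06 from camera, against 1.9e-07 for the real grouping. Of genes of the acute phase response, 15 of 16 were below 0 (median −0.19, adjusted p = 0.0191, and an adjusted p = 0.753 with an estimated correlation). Lcn2, an iron-binding protein of this response, was at 19.7, 12.7 and 5.14 RPKM in conF1-F and 3.08, 3.72 and 2.39 RPKM in iAsF1-F, and Saa1, serum amyloid A, was at 55.0 RPKM in conF1-F replicate 1 and at most 0.0415 RPKM in any other liver. The acute phase list no longer passed without conF1-F replicate 1 (adjusted p = 0.459, over a range of 6.18e-08 to 0.459 in 15 settings), conF1-F replicate 2, iAsF1-F replicate 2 or iAsF1-F replicate 3. Markers of hepatocytes had a median of 0.16 (adjusted p = 0.0152), with Ttr, transthyretin, at 2894 ± 147 RPKM in iAsF1-F and 2375 ± 247 RPKM in conF1-F (SD, n = 3 each). Markers of erythroid cells had a median of −0.74 (adjusted p = 0.0301), with Hbb-bs, a β-globin, at 85.9 ± 19.0 and 147 ± 39.8 RPKM.

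For the hepatocyte and erythroid marker lists, a lower share of hepatocytes in conF1-F liver could raise the markers of the other cell types there and stays open. This explanation was not tested for the mitochondrially encoded or acute phase genes. In iAsF1-F relative to conF1-F, the markers never listed at 0 were lower for erythroid cells (−0.70 on the log2 scale, SE 0.298), stellate cells (−0.45, SE 0.282) and macrophages (−0.09, SE 0.358) and higher for endothelial cells (0.18, SE 0.213). The largest difference among the 6 pairs of these cell types, erythroid minus endothelial, was −0.88 (SE 0.297), which is 2.96 standard errors against a bound of 4.85 for 6 pairs, and more blood in the conF1-F livers also stays open. Of the 10 groupings of the libraries, 2 gave as many lists as the real 9, the highest other giving 11, and 10 groupings are too few for a share under 0.05. For all the lists above, a difference in RNA quality, which the tables used here do not measure, and an effect of paternal iAs also stay open. Neither was tested.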

How the results depend on the processing

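The alternatives that remove or mask genes listed at 0, the rescalings, the tests without date cells or heat map genes, and, for results other than the number of DEGs, the pseudocount of 0.1 and no filter were chosen after the data were seen, and the others before. The number of DEGs, 16 in the comparison reported, stayed between 15 and 18 with a pseudocount of 0.1, without a filter on low values, with a robust fit, with each of the 3 rescalings, without genes with a date cell and at an adjusted p under 0.1. With the replicate number as a block (replicate block) it was 0, with 281 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.234. The block leaves fewer residual degrees of freedom, which alone can lower the number of DEGs. The labels do not say whether livers of the same number share a litter or a day. Deviations from the group mean correlated across genes by −0.0585, 0.0211 and 0.0824 within the same number. Between different numbers these correlations lay between −0.1135 and 0.0869. With 3 livers per group, these values cannot tell whether the numbers pair the livers. The number of DEGs was 5 without genes listed at 0 in any library (5187 tested) and 5 with 0s as missing (5853 tested). All 5 were among the 16, and fewer genes were tested there. At an unadjusted p under 0.05 it was 330. With 1 library left out it lay between 26 and 40 (33 without conF1-F replicate 1, 36 without replicate 2, 40 without replicate 3, and 28, 30 and 26 without iAsF1-F replicates 1, 2 and 3), of which 13 to 15 were among the 16. With 1 library left out, only 3 to 10 of the DEGs were never listed at 0 in any library. The cause of these changes was not tested.

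The number of gene lists that passed, 9 by camera with the preset correlation, was 0 with an estimated correlation and 0 by fry in one direction, where 7 passed by fry in either direction. It lay between 4 and 10 with 1 library left out, with 4 without conF1-F replicate 1 and 5 without iAsF1-F replicate 2, and between 8 and 11 under the other settings. Lists were not tested with 0s as missing. The odds ratio of metabolic genes among DEGs was 0 (95% CI 0 to 9.64), lay between 0 and 1.95 with 1 library left out, and was 3.72 at an unadjusted p under 0.05 and 2.95 there without the heat map genes. The cause was not tested. For X-linked genes it was 0, and between 0 and 1.03 with 1 library left out. The log2 fold change of G6pc lay between 1.03 and 1.54 and that of Pck1 between 0.71 and 1.64 with 1 library left out, never past the threshold. Values of named genes stayed on the same side of the threshold in 1575 comparisons set before the data were seen and 1277 added after. These include any change of sign in a gene that passed in neither setting, which was not counted apart. The comparisons set before also include the other thresholds, where the log2 fold change cannot move. Named genes passed only under the alternative in 73 and 2 comparisons and no longer passed in 30 and 3. No gene that passed in either setting changed sign. The edgeR, DESeq2 and limma-voom tests, filters on counts and the authors' p-values were not run, since the tables used here hold neither counts nor p-values. Depth in reads is unknown. For the 329 genes above 10 RPKM in 1 library and listed at 0 in another, too few reads are argued against. Depth lay between 67.0% and 100% of the deepest library. Even in the shallowest, iAsF1-F replicate 1, 1082 single-entry genes had values above 0 and under 0.2 RPKM, as they had in conF1-F replicate 1. For genes at lower RPKM, whether a value listed at 0 reflects missing reads stays open.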

Differences from the paper's values

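The paper's ranking of DEGs ends at about 230 genes in Fig. 3b, read by eye, and 16 genes were DEGs in the comparison reported here. The paper's statistics section sets a minimal level of significance of p under 0.05 for the study in general, and names neither an adjustment nor a threshold of its own for the DEGs of the RNA-seq. Of the alternatives set before the data were examined, an unadjusted p under 0.05 gave 330 of the 6448 tested genes. That is within 1.5 times the paper's number. All the others still differed, with 15 genes at a pseudocount of 0.1 and without a filter, and 16 with a robust fit. The replicate number as a block gave 0, 1 library left out gave 26 to 40, and an adjusted p under 0.1 gave 18. The paper's DEGs were not limited to the tested genes, since 15 of the 44 in its heat map had a mean under 1 RPKM. Without the filter on low values, 598 of 17545 genes had an unadjusted p under 0.05 by limma, more than 1.5 times the paper's number.

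The paper shows 44 DEGs by name in its heat map. All 44 had the paper's direction, and 8 of the 29 tested were DEGs by limma. The other 21 were not, among them G6pc (adjusted p = 0.637), Irs2 (adjusted p = 0.235) and Apoc3 (adjusted p = 0.698). At an unadjusted p under 0.05, 27 of the 29 passed, all but Upp2 and Exoc7. Sdc3 also passed at an adjusted p under 0.1, and with upper quartile scaling, which was chosen after seeing the values and drops none of the 8. Pik3ap1 and Slc25a38 passed without iAsF1-F replicate 3.

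The paper's text names Pck1 beside G6pc, and Pck1 was higher in the RPKM means (48.0 against 26.7) without passing under any setting of the adjusted test. For both genes the paper also reports higher levels in iAsF1-F liver by RT-qPCR (Figure 3d), which was not analysed here.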

Other observations

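In this part, the test of time since feeding was chosen only after the result was seen. Among genes of insulin signalling, Irs2 was higher and Pik3r1, the regulatory subunit of phosphoinositide 3-kinase, lower in iAsF1-F when adjusted over the list alone (0.0116 and 0.0125, limma). None of the 11 tested was a DEG over all genes, and 1 in each direction had an unadjusted p under 0.05. Pik3r1 was at 0.906 ± 0.110 RPKM in iAsF1-F and 4.07 ± 1.64 RPKM in conF1-F (SD, n = 3 each). As a list these genes did not pass by camera (adjusted p = 0.296). Fry in either direction, which tests against no change and not against the other genes, gave an adjusted p = 0.0205. Akt2 was at 4.85 ± 0.299 and 4.79 ± 0.487 RPKM. Akt1 was at 0.635, 4.73 and 4.00 RPKM in iAsF1-F and 5.67, 5.86 and 5.51 RPKM in conF1-F, and Insr, the insulin receptor, at 0.469, 1.45 and 2.93 against 0.294, 0.454 and 0.538 RPKM. Neither Akt1 nor Insr passed.

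Among genes of the response to oxidative stress and arsenic, none of 11 passed when adjusted over the list alone, and 1 was higher and 3 lower at an unadjusted p under 0.05. Srxn1, which reduces oxidized peroxiredoxins, was at 13.5 ± 1.04 RPKM in iAsF1-F and 18.4 ± 1.13 RPKM in conF1-F, and Mt1, a metallothionein, at 6.72 ± 1.74 and 18.4 ± 7.40 RPKM (SD, n = 3 each). Mt2 was listed at 0 in 2 iAsF1-F livers. The list did not pass by camera (adjusted p = 0.342), and fry in either direction gave an adjusted p = 0.0228. Of 23 genes of cholesterol synthesis and uptake, Nsdhl, a sterol dehydrogenase on the X chromosome, was higher when adjusted over the list alone (0.0183), at 18.9 ± 3.14 against 9.41 ± 0.803 RPKM, and the list had an adjusted p = 0.395. In all, 24 of the 33 lists tested did not pass by camera.

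Of the genes measured by RT-qPCR in Figure 3d, Foxo1 and Pcx were listed at 0 in at least 1 liver, G6pd2 and G6pdx had a mean under 1 RPKM, and the gene of Pgc1a has no value in the tables used here. Dnmt1, Dnmt3a, Dnmt3b, Tet2 and Tet3 also had a mean under 1 RPKM and were not tested. Of the genes that filled the list of largest changes without passing, Cyb5r3 had a log2 fold change of 0.54 and Acot2 of −1.16, and Rdh9 was listed at 0 in every conF1-F liver.

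At an unadjusted p under 0.05, 9 of 239 X-linked genes passed (3.77%) against 5.14% of autosomal genes, an odds ratio of 0.723 (95% CI 0.323 to 1.41, two-sided Fisher's exact test, p = 0.451). Their median log2 fold change was 0.02. Of the 10 groupings of the libraries, 6 gave an odds ratio as far from 1, the farthest other being 0.269, and 10 are too few for a share under 0.05. None of the 16 DEGs was X-linked, and none of 4 tested imprinted genes passed at an unadjusted p under 0.05.

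A hypothesis for the metabolic genes among those at an unadjusted p under 0.05 is an effect of paternal iAs on hepatic metabolism. More precise values at high expression are argued against as the whole cause, since 99.97% of 10000 gene sets matched on expression held fewer than the 27 found. Those sets held a median of 14, so expression may account for a part. A difference in time since feeding at collection stays open, since FoxO1 targets, which are high in fasting, and fatty acid synthesis genes, which are high after feeding, were both higher and fatty acid oxidation genes lower, none with an adjusted p that passed with an estimated correlation (0.153, 0.238 and 0.480). Only the real grouping, 1 of 10, reached the odds ratio of 3.72, the highest other being 2.09, but 10 groupings are too few for a share under 0.05. Paternal iAs, time since feeding, a shared litter or any other difference between the groups may underlie the pattern, and the design does not tell these apart.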
